A study of Mus musculus with 20 samples. Its data were reported in "Increased Frequency of Copy Number Variations Revealed by Array Comparative Genomic Hybridization in the Offspring of Male Mice Exposed to Low Dose-Rate Ionizing Radiation" (2021).

How the data were processed

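Tail DNA of 1 non-irradiated family of C57BL/6JNrs mice, a sire, a dam and their 8 progeny, was compared with DNA of a single male reference mouse by array comparative genomic hybridization (array CGH), in which mouse and reference DNA carry different dyes and compete for the same probes. Each mouse was measured on 2 arrays with the dyes exchanged, so that 20 arrays represent 10 mice. The 2 arrays of a mouse were treated as 1 replicate. Groups (sire, dam, progeny) and progeny numbers came from the sample labels, and the sex of the progeny, which the labels used here do not give, was not assigned.

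Per the file headers, the authors' processed red and green signals are intensity values, made with Agilent Feature Extraction 10.7.1.1 by background subtraction, spatial detrending and linear dye normalization. The deposited log ratio is on the log10 scale, red over green, and equalled the log10 ratio of the processed signals within 0.001 on the log2 scale at 99.9% to 100.0% of the probe spots of each array. The median spot signals and local background signals in the same files are intensity values as well. Each array held 973116 spots, of which 6745 were controls. Between 116 and 561 spots per array carried the software's outlier mark and were left out, and no spot was saturated. Both channels were well above background at 90.3% to 98.8% of the probe spots of an array, with a median of 97.7%. The number of arrays limits the precision of each value.

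Processed signals were turned into log2 ratios of mouse over reference, replicate spots of a probe were averaged, and each array was centred on its autosomal median. Positions are those of the mm9 build named in the file headers. The reference genome at hand was of another build, so no coordinate was converted and no gene was assigned to a probe. The 950749 probes comprised 950622 autosomal, 68 X-linked and 23 Y-linked probes and 36 probes on random contigs.

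The thresholds of the study were applied, with the added condition that both arrays of a mouse have the same sign, since the study states its thresholds for absolute values. A probe was positive in a mouse when its log2 ratio lay beyond 0.8 with the same sign on both arrays, or when it and an adjacent probe lay beyond 0.5 with the same sign on both arrays. A probe that lacked a value on 1 array of a mouse was never positive in that mouse. Probes beyond 0.8 on both arrays with opposite signs were counted as opposite-sign probes. Positive probes of one direction from any mouse were joined into a family region when at most 2 probes without a call lay between them, and the log2 ratio of a region is the mean over its positive probes. Regions of at least 3 probes were kept. A region differed between the parents when dam minus sire lay beyond 0.5 on both arrays, and a progeny mouse carried it when its value was nearer to that of the carrying parent. Carriers were compared with equal odds by an exact two-sided binomial test. A de novo candidate probe was positive in a progeny mouse and not positive with the same sign in either parent. A stricter count also required both parents within 0.3 of 0, and a candidate region needed at least 2 adjacent probes of this kind. Neither the second, denser array nor the quantitative PCR that followed in the study was analysed here, so these are candidates of a first screen.

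The family was compared with the reference by limma 3.58.1 in R 4.3.3, on the mean of the 2 arrays of each mouse at the 949131 probes with all values. The intercept was tested against 0, and probes with an adjusted p under 0.05 (Benjamini-Hochberg) and a mean beyond 0.5 were counted. The reference was a single mouse and the 10 mice were relatives, so this test covers the spread between these mice only. On simulated data for this comparison with 20000 probes, 93.0% of 100 probes shifted by -0.6 and 100% of 100 probes shifted by 1 were recovered, with 0 false calls. The simulated noise was independent, with the same spread for every probe of an array and no dye effect. Its p-values were adjusted over 20000 probes rather than 949131. The simulation therefore checks the computation and does not give the recovery or the false calls of the real comparison. Recovery of losses was measured by adding -1 log2 to 1, 2, 3 or 5 adjacent probes at 2000 places in each of the 8 progeny. Correlations over mice were tested with 100000 permutations. Other computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

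The comparisons, the thresholds and the rule for the regions and probes named here were fixed before the data were examined, except the values at probes positive in 1 parent and the recovery of added losses, which were added later. That rule takes the 25 family regions with the most calls, up to 10 regions that differ between the parents, 10 de novo candidate regions and the 5 single candidate probes with the largest smaller value of both arrays. Candidate regions tied in their number of probes were ordered by the smaller of the 2 array means. This order and the gap allowed within family regions were not part of the fixed rule and were set when the data were processed. The chromosomal position of 1 of the 10 candidate regions is not reported here. Alternatives covered background correction by the normexp method with an offset of 50, loess normalization of the normexp values (loess alone was not run), the deposited log ratio without centring, probes well above background in both channels of all 20 arrays, removal of trends along the genome, other thresholds, single dye orientations, and other limma models. A filter on the reference channel alone was added after the data were seen, because the filter on both channels also removes probes that lose their signal in a mouse. The normexp correction used median spot signals in place of the planned mean spot signals. The test of 28 gene lists and the parts of the naming rule that need genes were not run, because they need gene positions in the build of the files. The series-wide value table held empty values and was not used.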

Results

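DNA copy number was measured along the genome in the sire, the dam and the 8 progeny of a non-irradiated family (0 mGy per day), the unexposed side of a study on copy number changes in the offspring of irradiated male mice. The autosomal probes had a median spacing of 2053 bp. Each array carried 966371 probe spots. The 10 mice were scanned on 5 days with 2 mice a day, the sire and the dam together.

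The X- and Y-linked probes show how a known difference in copy number appears on these arrays. The dam had a mean log2 ratio of 1.01 at the 68 X-linked probes and of -2.31 at the 23 Y-linked probes, against 0.04 and -0.06 in the sire, with a male reference. Dam minus sire was 0.97 for X and -2.25 for Y. Progeny 6, 7 and 8 had X values of 1.00, 0.96 and 0.95 and Y values of -2.29, -1.99 and -2.38. In progeny 1 to 5 the X values lay between -0.02 and 0.04 and the Y values between -0.08 and 0.04. With normexp background correction the same differences between dam and sire shrank to 0.49 for X and -0.45 for Y, and the Y difference was -0.70 at the 3 Y-linked probes well above background in both channels of all 20 arrays, a filter that by its construction removes probes without signal in the dam. With the filter on the reference channel alone, 20 Y-linked probes stayed and the difference was -2.29.

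The first comparison asked how many probes differ between each mouse and the reference. The sire had 1841 positive autosomal probes, 859 higher and 982 lower than the reference, and the dam had 514, 246 higher and 268 lower. The progeny had 685.5 ± 205 positive probes (SD, n = 8), from 440 in progeny 2 to 1068 in progeny 6. In progeny 1, 2 and 3 most were lower (80.2%, 73.6% and 67.5%), whereas in progeny 4 to 8 lower probes made up 29.3% to 40.8%. Of the 6985 probes positive in at least 1 mouse, 6274 (89.8%) were positive in exactly 1. The parents are 1 mouse each and were not tested. These counts came mainly from dim probes. Among probes well above background in both channels of all 20 arrays (85.0% of the autosomal probes) the sire had 33 positive probes, the dam 37 and the progeny 38.9 ± 40.8 (SD, n = 8), with 133 in progeny 6 and a mean of 25.4 without it. With the filter on the reference channel alone (89.7% of the autosomal probes) the sire had 210, 201 of them lower, the dam 52 and the progeny 66.2 ± 63.6 (SD, n = 8), with 214 in progeny 6 and a mean of 45.1 without it. In progeny 3 lower probes were 9 of 33 with the first filter and 24 of 59 with the second, no longer the majority, and in progeny 7 they became the majority with the second (31 of 54). A low reference signal raises the ratio of mouse over reference, so the second filter by its construction removes higher probes in particular. It left 7.9% of the higher and 12.4% of the lower positive probes, and a lower majority with it is not read as an excess of losses. With normexp the sire kept 1 positive probe (higher), the dam 21 (all lower) and the progeny 8.5 on average (1.75 higher, 6.75 lower). With loess after normexp these counts were 1, 17 and 7.75. The thresholds were kept although normexp shrank the X difference from 0.97 to 0.49, so these counts are not on a like scale. The study states its thresholds for absolute values, without saying whether the signs of both arrays had to agree. When the signs were not compared here, the sire had 10822 positive probes, the dam 3306 and the progeny 3551 on average.

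**Figure D1:**
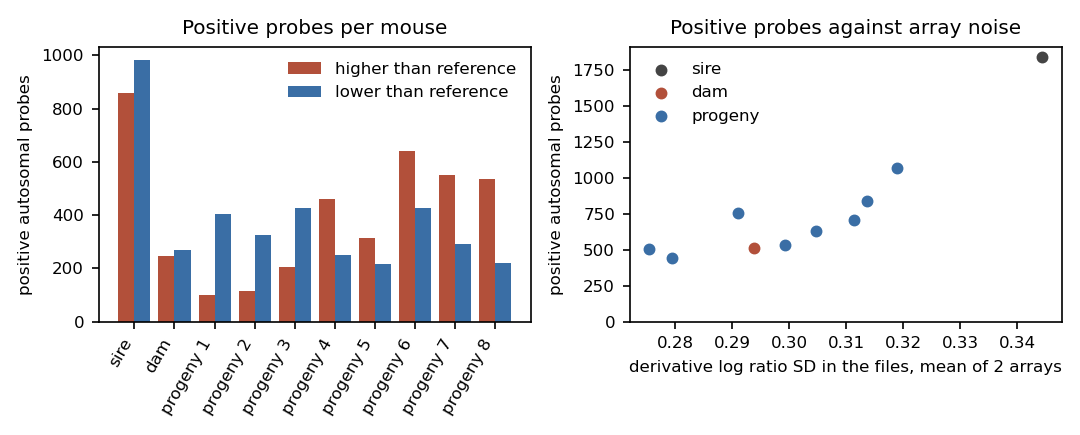
Left, number of positive autosomal probes per mouse (higher and lower than the reference); right, the number of positive probes against the derivative log ratio SD given in the files (mean of 2 arrays), 1 point per mouse. The sire stands highest on both measures, with 1841 positive probes.

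A change in copy number has the same sign in both dye orientations, so probes beyond the threshold with opposite signs reflect something other than copy number. There were 2367.9 ± 1432 opposite-sign probes per mouse (SD, n = 10), from 1184 in progeny 1 to 6097 in the sire. They outnumbered the positive probes in 10 of 10 mice. Only 7.6 opposite-sign probes per mouse were left with normexp, and 10.2 with loess after it. After turning to mouse over reference, the 2 arrays of a mouse correlated across probes with r between -0.32 and -0.08, whereas arrays of different mice with the same dye orientation correlated with a median r of 0.29 (mouse DNA in Cy3) and 0.39 (mouse DNA in Cy5). Probes are not independent replicates.

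The parents were then compared to find segregating regions. The only family region of 3 or more probes that differed between sire and dam lay on chromosome 3 at 25417435 to 25444229 (mm9), spanning 26795 bp and 4 probes. Its mean log2 ratio was -1.51 in the dam and 0.08 in the sire. Progeny 6, 7 and 8 had -1.51, -1.48 and -1.45, while progeny 1 to 5 lay between -0.06 and 0.04. The 4 probes had -1.43, -2.44, -1.33 and -0.85 in the dam, and the 24 probes on either side had a mean of 0.02 in the dam (-0.34 to 0.39). The region was carried by 3 of 8 progeny, which did not differ from equal odds (exact two-sided binomial p = 0.727, adjusted p = 0.727 over 1 region, the smallest p possible being 0.0078). The same progeny were nearer to the dam at the Y-linked probes, and 14 autosomal probes outside this region showed the same set of mice. The binomial test therefore cannot tell a variant passed on by the dam from a signal that follows the Y-linked probes. No conclusion on transmission is drawn from it. With regions of 2 or more probes 47 regions differed between the parents, and with 5 or more none did.

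**Figure D2:**
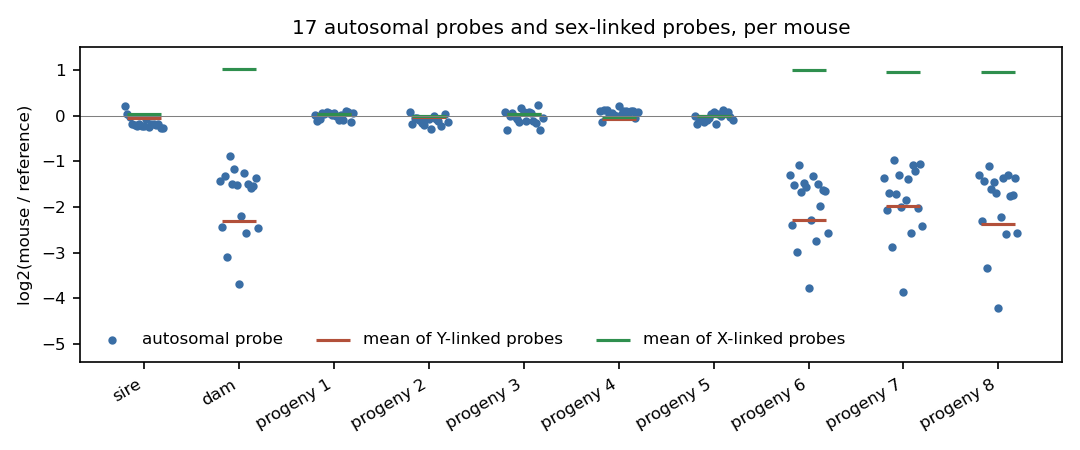
Log2 ratio of mouse over reference (mean of 2 arrays) per mouse at 17 autosomal probes lower in the dam and in the same progeny (points) and the means of the X- and Y-linked probes (lines). In the dam and progeny 6, 7 and 8 the points lie at or below -0.88, and in the others between -0.32 and 0.22.

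**Figure D3:**
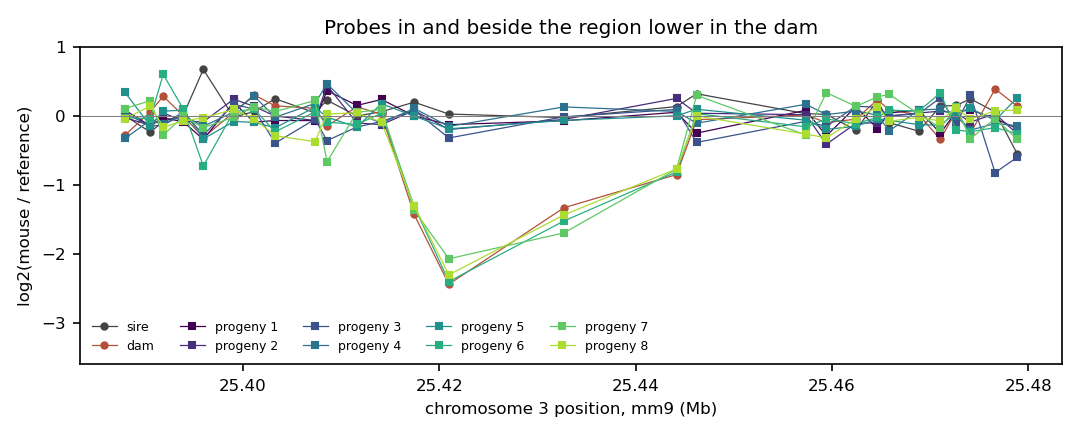
Log2 ratio of mouse over reference (mean of 2 arrays) at probes of the chromosome 3 region and beside it against position in Mb (mm9), 1 line per mouse. The dam and progeny 6, 7 and 8 fall between 25417435 and 25444229, and the sire and progeny 1 to 5 stay near 0.

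The remaining family regions of 3 or more probes rested on few calls. There were 6 of them, and in each only 1 mouse had 2 or more positive probes. The lowest was on chromosome 1 at 132646126 to 132656208, with -0.85 in progeny 6. Lower regions were also found on chromosome 13 at 4945888 to 4951247 (-0.76 in progeny 6), on chromosome 5 at 29736450 to 29747082 (-0.69 in progeny 1) and on chromosome 5 at 128550669 to 128560085 (-0.74 in progeny 2). Other mice had values of the opposite sign there, up to 0.64 in progeny 4 in the chromosome 1 region, 0.63 in progeny 7 in the region at 29736450 and 0.57 in progeny 4 in the region at 128550669. Higher regions lay on chromosome 10 at 40672075 to 40680205 (positive probes in the sire at 0.35, progeny 6 at 0.22 and progeny 8 at 0.32, with 0.39 in progeny 5, which had no positive probe) and on chromosome 5 at 109776432 to 109794949 (0.41 in progeny 5). In each of these 6 regions, the mouse most extreme in the direction of the region without normexp was looked up with normexp correction. Its value then lay between -0.21 and 0.00, and that of progeny 5 in the chromosome 10 region changed sign.

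The family was compared with the reference mouse to find sites at which the reference itself differs. A single probe, A_67_P07959016 on chromosome 13 at 95707465 to 95707524, was higher in all 10 mice, with values from 1.45 to 2.75. By limma, 15 of 949131 probes passed, 3 higher and 12 lower. A_67_P07959016 had a mean of 1.85 ± 0.11 (SE, n = 10, adjusted p = 5.3e-05), A_67_P06175929 on chromosome 7 at 49495489 had 0.91 ± 0.05 (adjusted p = 8.4e-06) and A_67_P04060849 on chromosome 1 at 35303776 had 0.75 ± 0.09 (adjusted p = 0.031), each higher in 10 of 10 mice. The 12 lower probes had means between -0.69 and -0.50, were lower in 9 or 10 of 10 mice, and were positive by the threshold rule in 0 mice. The lowest was A_67_P04108540 on chromosome 1 at 57832343 with -0.69 ± 0.06 (adjusted p = 0.0029). Most of these 12 lower probes, including A_67_P04108540, were shorter than 60 nt, against 94920 of the 949131 probes tested. Whether their low values come from probe length or from the reference DNA was not tested, so they are not read as differences of the reference. At an unadjusted p under 0.05 there were 160238 probes. The count fell to 9 without the dam, without progeny 2 or without progeny 5 and rose to 23 without progeny 7; it was 7 with scan day in the model and 5 with normexp, alone or followed by loess. With normexp, alone or followed by loess, and with either filter on dim probes, no probe was positive in all 10 mice. Both filters require signal in the reference channel, which is low where the reference has lost copies. They therefore cannot test a probe that is higher in every mouse for that reason.

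De novo candidates are positive in a progeny mouse and not positive with the same sign in either parent. There were 5266 candidate probes, 2862 higher and 2404 lower, and 1397 of them had both parents near 0, 175 ± 71.0 per progeny mouse (SD, n = 8). They formed 28 candidate regions, 16 higher and 12 lower, each of exactly 2 probes. Progeny 1 and 2 had no candidate region, and progeny 6 had 13, without which 15 remained. The highest were on chromosome 5 at 97616748 to 97620966 (0.90 in progeny 6), on chromosome 6 at 64321900 to 64323338 (0.89 in progeny 7) and on chromosome 12 at 70382719 to 70384158 (0.82 in progeny 4). The lowest were on chromosome 3 at 78508244 to 78509554 (-0.90 in progeny 7), on chromosome 7 at 108959777 to 108962720 (-0.76 in progeny 6) and on chromosome 17 at 15595454 to 15598511 (-0.76 in progeny 6). Further higher regions lay on chromosome 12 at 83373716 to 83375262 (0.71 in progeny 6), on chromosome 12 at 73327652 to 73332271 (0.71 in progeny 7) and on chromosome 2 at 104864521 to 104866577 (0.70 in progeny 6). Of the 28 regions, 8 stayed among probes well above background in both channels, 6 of them in progeny 6 and 0 of them named here, and 11 stayed with the filter on the reference channel, 8 of them in progeny 6. With normexp, alone or followed by loess, there were no candidate regions, and without comparing signs there were 23047 candidate probes and 1026 regions. Candidate probes numbered 261 with the filter on both channels and 474 with that on the reference channel (127 and 215 with parents near 0). They numbered 16 with normexp and 18 with loess after it (2 and 1 with parents near 0).

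Single candidate probes with the largest values stood alone. A_67_P07097669 on chromosome 10 at 69299394 had -2.48 in progeny 2 and A_67_P06782136 on chromosome 9 at 49154941 had -1.94 in progeny 6. A_67_P01983971 on chromosome 9 at 81668662 had 2.55 in progeny 6, A_67_P05460383 on chromosome 4 at 153854674 had 2.13 in progeny 2 and A_53_P164445 on chromosome 19 at 24219184 had 2.02 in progeny 3. The probes next to them lay between -0.30 and 0.20 in the same mouse. With normexp correction these 5 values lay between -0.12 and 0.03. The other mice were also spread widely at A_67_P01983971, from -1.90 to 1.73.

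Inheritance was read from probes positive in 1 parent only. At the 850 higher probes of the sire, with a mean of 1.19, the progeny had -0.04 ± 0.07 (SD, n = 8), and at the 971 lower probes, with -1.17, they had -0.03 ± 0.10. At the 233 higher probes of the dam, with 1.14, the progeny had 0.03 ± 0.08, and at the 261 lower probes, with -1.19, they had -0.11 ± 0.07. Of these lower probes of the dam, 24 were positive in 2 or more progeny, against 5, 2 and 2 in the other sets.

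A loss added to the measured values showed what the rule can find. When -1 log2 was added to 1 probe, 54.1% ± 2.1 (SD, n = 8) of the losses gave a positive probe, and with 2 probes 91.3% ± 1.9 did. As a candidate region with parents near 0, a loss of 2 probes was found in 52.1% of places, one of 3 probes in 65.3% and one of 5 probes in 87.5%. Both parents were near 0 at 77.7% of probes, which limits the last figures.

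**Figure D4:**
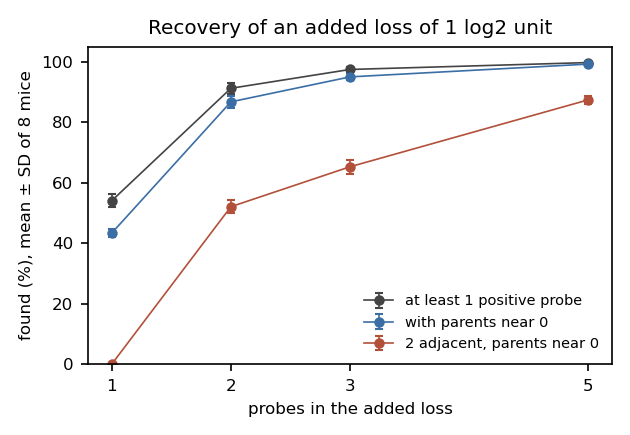
Share (%) of added losses of 1 log2 unit found in the 8 progeny against the number of probes in the loss; points are means over the mice and bars are SDs. At 2 probes 91.3% gave a positive probe and 52.1% a candidate region.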

Values the study reported

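The study reported a probe spacing of about 2 kb on the first array. After a second array and quantitative PCR, it reported de novo deletions in 7.1% (11 of 156) of the non-irradiated F1 mice and in 20.4% (29 of 142) of the irradiated group, a 2.9-fold difference. For deletions with 2 or more positive probes on the first array it reported 5.1% (8 of 156) and 15.5% (22 of 142), a 3.0-fold difference. Its lists of de novo changes that passed quantitative PCR name no progeny of the family analysed here, going by the mouse labels. The candidate probes and regions given here are therefore not among the changes that the study lists.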

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

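The test for a mouse that stands apart from its group was fixed before the data were examined, and it was applied to the 8 progeny. It marks about 1 in 20 groups by chance. Of 34 other results 2 were marked, and of 15 de novo candidates, which were selected for standing apart in 1 mouse, 6 were marked.

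Progeny 6 stood apart with 13 candidate regions, where the other progeny had 0 to 5. Its 2 arrays, turned to mouse over reference, correlated across probes with r = -0.08, against -0.32 to -0.20 in the other mice. Whether this difference between arrays goes with the 13 regions was not tested. Progeny 1 stood apart at the 36 probes on random contigs, with a mean log2 ratio of -0.0502 against -0.00 to 0.02 in the others.

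Candidate regions far from the other progeny were those on chromosome 12 at 70382719 in progeny 4 (0.82), on chromosome 3 at 78508244 in progeny 7 (-0.90), on chromosome 12 at 83373716 in progeny 6 (0.71) and on chromosome 12 at 73327652 in progeny 7 (0.71). The single candidate probes on chromosome 10 at 69299394 in progeny 2 (-2.48) and on chromosome 19 at 24219184 in progeny 3 (2.02) also stood far from the other progeny. No explanation was tested for these.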

How the results depend on the processing

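Removal of the dye effect estimated from the other 9 mice, the omission of progeny 6 and the filter on the reference channel alone were chosen after seeing the data; the other alternatives were planned. The deposited log ratio without centring and the removal of trends along the genome left every count within 1.5 times its value and all 22 named values in place. The chromosome 3 region stayed the only one that differed between the parents with each of these, with normexp, with loess after normexp, with either filter on dim probes and with a difference of 0.3. Signal over background limits the rest, since only 1 of the 22 named items, the chromosome 3 region, consists of probes well above background in both channels of all 20 arrays.

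With normexp there were 1 positive probe in the sire, 21 in the dam and 8.5 per progeny mouse, 0 in all 10 mice, 16 de novo candidates, 2 with parents near 0, 0 candidate regions, 7.6 opposite-sign probes per mouse and 5 probes by limma; the X difference was 0.49 and the Y difference -0.45. With loess run on the normexp values they were 1, 17, 7.75, 0, 18, 1, 0, 10.2 and 5, with 0.48 and -0.45. The signs of 2 named values reversed with normexp, to -0.0015 for progeny 5 in the chromosome 10 region at 40672075 and to -0.0042 for progeny 2 at A_67_P05460383. The offset of normexp shrinks log ratios by construction, in both settings, and loess alone was not run. This was not confined to dim probes, since the X difference was 0.97 among probes well above background without normexp. The thresholds were not rescaled, so the calls lost with normexp are not shown to be errors of dim probes. Among probes well above background the values were 33, 37, 38.9, 0, 261, 127, 8, 383.3 and 9, with a Y difference of -0.70; fewer probes were then tested, and probes without signal in a mouse were removed with the dim ones. The filter on the reference channel gave 210, 52, 66.2, 0, 474, 215, 11 and 526.4, with the X and Y differences within their spread, so the smaller Y difference with the first filter comes from the filter itself.

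A single-probe threshold of 1.0 gave 791 positive probes in the sire, 193 in the dam, 270.5 per progeny mouse, 2081 candidates, 473 with parents near 0 and 793 opposite-sign probes. A threshold of 0.6 gave 5218, 1721, 2382, 18102, 6489 and 8869.7. Without the rule for adjacent probes there were 0 candidate regions. Parents within 0.2 gave 706 candidates and 7 regions, and within 0.5 gave 2784 and 59. These follow from the thresholds.

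Mouse DNA in Cy3 only, which needs 1 array in place of 2, gave 63103 positive probes in the sire, 29101 in the dam, 28105 per progeny mouse, 8 in all 10 mice, 166695 candidates, 45977 with parents near 0, 2944 regions and 4216 regions that differ between the parents. Cy5 only gave 53915, 24468, 32148, 10, 194714, 55944, 3933 and 3556. Signs not compared gave 10822, 3306, 3551, 23047 candidates, 8968 with parents near 0 and 1026 regions.

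Regions of 2 or more probes gave 47 that differ between the parents, and of 5 or more gave 0. Removing the dye effect left 903.5 opposite-sign probes, and omitting progeny 6 left 15 candidate regions. By limma, a mean beyond 0.3 gave 59 probes, as the threshold was lower. Progeny only gave 7, scan day 7 and a random block per mouse 52, and leaving out each mouse gave 9 to 23; the cause was not tested for these. The series-wide value table, the gene list test and the alternatives that need genes were not run.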

Other observations

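The tests in this part were chosen only after the result was seen, except that of opposite-sign probes among probes well above background; the counts of positive probes among those probes were fixed in advance and read as a test of an explanation only afterwards.

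Autosomal probes lower in the dam and in 2 or more progeny, with the sire near 0, numbered 18 on 11 chromosomes, and 17 of them had the same progeny, 6, 7 and 8, near the dam. At those 17 the dam had -3.69 to -0.88, the 3 progeny -4.21 to -0.97 and the others -0.32 to 0.22. An inherited loss of 1 autosomal copy is argued against, since 10 of the 11 chromosomes shared 1 set of progeny, whereas unlinked losses carried in 1 copy give a stated set with a chance of 0.0039 per chromosome. Copies on the Y chromosome measured by autosomal probes are a candidate explanation, since the progeny near the dam were those near her at the Y-linked probes for 17 of the 18 probes. For the chromosome 3 region alone, which holds 3 of the 17 probes, its size was compared with that of X-linked probes, which show a known change of 1 copy. At most 0.523% of all sets of 4 X-linked probes had a mean as large in size in the same mouse (in the dam, and fewer in progeny 6, 7 and 8). This went against such a loss, but the X-linked change is a gain, and the region was selected by its low values. With the spread between its own probes as error, the means lie 1.42 to 1.73 standard errors below -1. These probe differences repeat in the dam and progeny 6, 7 and 8, however. A_67_P00601249 had -2.44, -2.40, -2.07 and -2.31, and A_67_P04850121 had -0.85, -0.81, -0.77 and -0.77. The spread is thus not mainly measurement error, and these standard errors do not measure the uncertainty of the means. Given the limits of both comparisons, the size of the region does not decide.

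Opposite-sign probes exceeded positive probes in each mouse. A dye effect of each probe shared by all mice may account for most of them, since removing the mean of the other 9 mice lowered them from 2367.9 to 903.5 per mouse, while positive probes then numbered 895.5. Nearness to background is not enough on its own, since among bright probes 383.3 opposite-sign probes per mouse were left against 38.1 positive ones (526.4 against 79.2 with the filter on the reference channel). With normexp 7.6 opposite-sign probes per mouse were left, beside 1 positive probe in the sire, 21 in the dam and 8.5 per progeny mouse. After loess on the normexp values these numbers were 10.2, 1, 17 and 7.75. With normexp the X difference between dam and sire also fell from 0.97 to 0.49, while the thresholds stayed the same. Fewer probes of either kind then pass, so these counts do not show that background correction removes the excess. No biological explanation was tested.

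Probes positive in 1 mouse only made up most calls. Variants passed from parent to progeny are argued against as their source, since the progeny mean reached at most 9.08% of the parent value over both directions and parents. Measurement error may account for most of them, since pairing arrays of different mice gave 82.6% as many positive probes as the true pairs (647.8 against 783.9 on average over all positive probes). Nearness to background may add to this, since only 4.86% of the positive probes per mouse were left among bright probes, and 10.1% with the filter on the reference channel, which a loss in a mouse cannot change. On these arrays alone, de novo changes in single mice stay open, for the probes that were left and for those removed. Removal by a filter does not exclude a change. The study names no progeny of this family in its lists of de novo changes that passed quantitative PCR.

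The number of positive probes followed the noise of the arrays over the 10 mice. Both measures came from the same arrays, and a wider spread moves more probes beyond a fixed threshold. Such a relation is largely built in, so its p-values are not separate support for an explanation. Against the derivative log ratio SD, Pearson's r was 0.89 (permutation p = 0.00034, adjusted p = 0.00068 over 2 relations) and Spearman's rho was 0.87 (permutation p = 0.0022, adjusted p = 0.0044), and r without the sire and progeny 1 was 0.79. On 4 of 5 scan days the noisier of the 2 mice had more positive probes; a day held too few mice for a correlation. For opposite-sign probes r was 0.85 (permutation p = 0.0017, adjusted p = 0.0017) and rho was 0.71 (permutation p = 0.026, adjusted p = 0.026), and r without the same mice was 0.59.

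Of windows of 20 probes, 25 had a difference between dam and sire beyond 0.3, and in 3 of them progeny 6, 7 and 8 alone were nearer to the dam. One of these spans the chromosome 3 region, and the others overlap on chromosome 8, where at 102129465 to 102186156 the dam and progeny 6, 7 and 8 had 0.30, 0.27, 0.20 and 0.27, the sire -0.06 and progeny 1 to 5 between -0.05 and 0.04. Of the 46 probes lower than the reference at an adjusted p under 0.05 by limma, 19 (41.3%) were shorter than 60 nt, against 94920 of the 949131 probes tested (Fisher's exact two-sided p = 2.8e-08). Of the 29 higher ones 5 were (17.2%, Fisher's exact p = 0.21).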
